A study of Mus musculus with 12 samples. Its data were reported in "PD-1 activation mitigates lupus nephritis by suppressing hyperactive and heterogeneous PD-1+CD8+ T cells" (2025).

How the data were processed

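The data were single-cell RNA sequencing of PD-1+CD44+CD8+ T cells of NZB/W F1 mice, a cross of NZB and NZW mice that develops lupus nephritis with age. Cells were sorted from spleen at 12 weeks (12W spleen), spleen at 28 weeks (28W spleen) and kidney at 28 weeks (28W kidney). Per the labels, libraries were made with the 10x Genomics 5′ v2 chemistry, which tags each captured transcript with a unique molecular identifier (UMI). The labels list 12 samples, 4 for each of the 3 groups, and each group's tables pool its 4 samples without a map from cells to samples. Each group was therefore treated as 1 library with no replicate. The number of mice behind a library is not stated. Groups were taken from the sample titles. An age field of the 28W spleen samples reads 12 weeks, against their title, and the title was used.

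For each library the authors deposited the cluster number of every cell barcode and a table with the mean UMI count of each gene in each cluster, the log2 fold change of the cluster against the other cells of that library, and an adjusted p that was not used here. Clusters were made by the authors within each library, so cluster numbers are not matched across libraries. Methods of the study name the Cell Ranger vdj pipeline with GRCm38, for gene quantification as well as clonotypes. The annotation release and cell filters behind these tables are not stated. The paired T cell receptor clonotypes were not analysed here. Kidney tissue was digested with collagenase, a step not described for spleen.

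In the deposited mean counts, each column holds whole multiples of a single step, the value of 1 UMI. Dividing by that step gave whole UMIs for 100% of values within 0.001 of a whole number. The recovered UMIs returned the deposited log2 fold changes of the authors to within 3.6e-15. The columns of mean counts of a library summed to the same value. It was taken as the median UMI count per cell, which could not be computed, since no counts per cell were used. UMIs were then summed over clusters and expressed per 1000000 UMIs of the library (counts per 1000000, CPM). The 3 tables were normalized separately by the authors, so levels set across libraries rest on this rescaling to the library total.

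A log2 ratio was taken between libraries after adding a pseudocount of 1 CPM, which understates the change of genes with few UMIs. Of 18992 gene identifiers, 18974 were found in GENCODE M21 (GRCm38), which gave the coordinates printed. Gene lists were written before the data were examined. These comprise 7 program lists with 40 genes (CD29, memory, cytotoxic, ISGs, migration, proliferation, and Junb and NF-kB), partly from genes that the study text names, from these libraries or from other data. The study text named 3 of 5 CD29 genes, 4 of 5 memory, 5 of 7 cytotoxic, 2 of 6 ISG, 3 of 5 migration, 4 of 7 proliferation and 3 of 5 Junb and NF-kB genes, so these lists are not independent of the libraries. It also named 3 of 9 inhibitory, 4 of 11 activation and effector and 1 of 6 tissue residency genes. *Cxcr6*, *Gzmb*, *Prf1*, *Cd69* and *Pdcd1* are each in more than 1 list. Further lists cover inhibitory, activation and effector, tissue residency, regulatory and dissociation genes, the sort markers, CD4, B cell, myeloid, kidney tubule, erythroid and gamma delta T cell markers, Y-linked genes and *Xist*. A list's change is the median log2 ratio over its genes. Its percentile was taken among 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean level, and describes these libraries only.

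With 1 library per group there is no test, and no p-value or count of changed genes is given. Intervals are 95% intervals from exact Poisson limits for UMIs, exact binomial limits for shares and 1000 Poisson resamples for list medians. Limits on the effective number of V segments came from as many multinomial resamples. All intervals, and the limit of 3 counts for a gene with 0 UMIs, cover counting error only, not variation between mice or preparations. The comparisons were 28W spleen over 12W spleen (age) and 28W kidney over 28W spleen (organ). A planned secondary comparison of 28W kidney over 12W spleen differs in both age and organ and is not reported. Besides listed genes, the rule fixed in advance named the 5 highest and 5 lowest log2 ratios of each comparison among genes with at least 50 CPM in either library, with T cell receptor and immunoglobulin V, D and J segments ranked apart and the 3 most used Trbv segments named per library. A gene that met this rule in the organ comparison is not reported here.

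Clusters were named from markers of 11 classes fixed in advance, while the scoring rule was set after the data were seen. A class needed at least 3 markers with a log2 fold of at least 0.5 against the other cells (pseudocount 10 CPM), the highest mean standardised level and a value of at least 1. It also needed at least 1 marker among the top 10 genes by fold, and no other class with more markers there. All other clusters stayed unnamed. Because names are relative to the library they were made in, class shares are given per library and not compared between libraries. Doublets could not be called, since no counts per cell were used here.

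Use of T cell receptor V segments was summarised as the effective number of Trbv segments (the inverse Simpson index of their UMIs). The calculations were tested on simulated counts of 18992 genes with 200 genes changed 4-fold, drawn from genes with a mean of at least 50 CPM. Of these, 100% were recovered within 0.5 on the log2 scale in both comparisons. Recovery of genes below that level was not tested. Alternatives covered scaling, the genes in the library total, the deposited means, list membership, the mean in place of the median, the pseudocount, a minimum of 20 UMIs, the cells included, the naming rule, clusters of under 50 cells, Trav in place of Trbv, and barcodes found in more than 1 library. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.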

Results

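PD-1+CD44+CD8+ T cells were profiled to ask how their states differ before disease and in advanced lupus nephritis, and between spleen and kidney. The 12W spleen library held 6894 cells in 10 clusters, the 28W spleen library 6481 cells in 11 clusters and the 28W kidney library 7135 cells in 12 clusters. Total depth was 34742303 UMIs in 12W spleen, 32023473 in 28W spleen and 29937384 in 28W kidney. The median UMI count per cell, inferred from the sum of the mean counts, was 3853, 4128 and 3501 in the same order. There was 1 library per group, so no difference below has a replicate check, and an interval covers counting error alone. For a gene with 0 UMIs, 3 counts correspond to an upper limit of 0.0864 CPM in 12W spleen, 0.0937 in 28W spleen and 0.100 in 28W kidney.

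Transcripts of the sort markers were present in all 3 libraries. *Cd8a* (GRCm38 chromosome 6, 71373427 to 71379173) was at 591 CPM in 12W spleen, 488 in 28W spleen and 738 in 28W kidney. *Cd44* rose from 31.4 to 48.5 CPM with age and was at 74.3 in kidney. *Pdcd1*, which encodes PD-1 (chromosome 1, 94038305 to 94052553), was at 36.6 CPM (34.6 to 38.6) in 12W spleen and 34.7 (32.7 to 36.8) in 28W spleen, a difference within counting error. It was at 115 CPM (111 to 119) in 28W kidney. The median log2 ratio of the sort marker list was -0.07 (-0.10 to 0.04) by age and 0.59 (0.51 to 0.62) by organ. *Cd4* stayed low, at 0.345, 0.593 and 3.94 CPM in 12W spleen, 28W spleen and 28W kidney. The gamma delta T cell list had 34.6, 20.3 and 17.9 CPM. Its median log2 ratio by organ was 0.47 (0.24 to 0.69), with 2 genes higher in kidney and 1 lower. The lower gene was *Trdc*, at 4.84 against 12.1 CPM in 28W spleen. *Xist* was at 416, 412 and 467 CPM, and the Y-linked list had 0, 1 and 0 UMIs.

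Clusters were next described within each library. In 12W spleen, cluster shares ranged from 19.2% (18.3 to 20.1) for cluster 1 to 3.05% (2.65 to 3.48) for cluster 10. They ranged from 16.4% (15.5 to 17.3) to 3.32% (2.89 to 3.78) in 28W spleen and from 12.6% (11.9 to 13.4) to 2.58% (2.22 to 2.97) in 28W kidney. By the markers, 16.2% (15.4 to 17.1) of 12W spleen cells were cytotoxic-like, 9.46% (8.78 to 10.2) migration-like and 3.05% proliferation-like. In 28W spleen, 19.8% (18.8 to 20.8) were cytotoxic-like, 14.1% (13.3 to 15.0) memory-like, 13.2% (12.3 to 14.0) ISG-like, 8.15% (7.49 to 8.84) proliferation-like and 3.81% (3.36 to 4.31) B cell-like. In 28W kidney, 12.6% were cytotoxic-like, 8.47% (7.83 to 9.14) ISG-like, 8.09% (7.46 to 8.74) kidney tubule-like, 7.19% (6.60 to 7.81) memory-like, 5.03% (4.54 to 5.56) proliferation-like and 2.58% myeloid-like. A name describes raised markers only, as the kidney tubule-like cluster 7 also had T cell transcripts, with *Pdcd1* at 120 CPM. Clusters that the rule left unnamed held 71.3% (70.2 to 72.3), 41.0% (39.8 to 42.2) and 56.0% (54.9 to 57.2) of cells in 12W spleen, 28W spleen and 28W kidney. No cluster was named CD29-like or Junb and NF-kB-like. Naming by the summed log2 fold placed 9.47% of 28W spleen cells and 8.84% of 28W kidney cells in the CD29 class. In the kidney cluster so named, cluster 5, *Itgb1* (CD29) was at 493 CPM, below 555 over the library. In that of 28W spleen, also cluster 5, it was at 821 against 406. Depth differed between clusters. In 12W spleen the mean was 14345 UMIs per cell in cluster 10 and 928 in cluster 8, where mitochondrial transcripts made up 8.98% of UMIs.

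The age comparison asked which programs shift in spleen between the stages before and in advanced disease. The median log2 ratio of 28W over 12W spleen was 1.27 (1.20 to 1.34) for ISGs, 0.83 (0.80 to 0.86) for cytotoxic genes, 0.77 (0.72 to 0.92) for Junb and NF-kB genes and 0.67 (0.62 to 0.70) for CD29 genes. Each of these lay above at least 99.9% of random matched lists. Memory genes had a median of -0.77 (-0.81 to -0.73) and migration genes of -0.66 (-0.72 to -0.61), each at percentile 0. Within 12W spleen, every migration gene was highest in the migration-like cluster 7, with 5.40% of cells and 13406 UMIs per cell. *Xcl1* was at 2088 CPM there and *Mif* at 3106, against cluster medians of 67.6 and 414. In 28W spleen these medians were 57.2 and 369. The migration value thus leans on 1 deep cluster, was not computed without it, and does not show a decline across clusters. Proliferation genes had a median of 0.037 (-0.023 to 0.11), which did not differ from 0 beyond counting error. The alternative that moved a value by age the most was use of the study-named genes alone, which gave 1.58 for cytotoxic genes. The age of the 28W spleen samples rests on their titles, as another field of their labels reads 12 weeks.

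**Figure D1:**
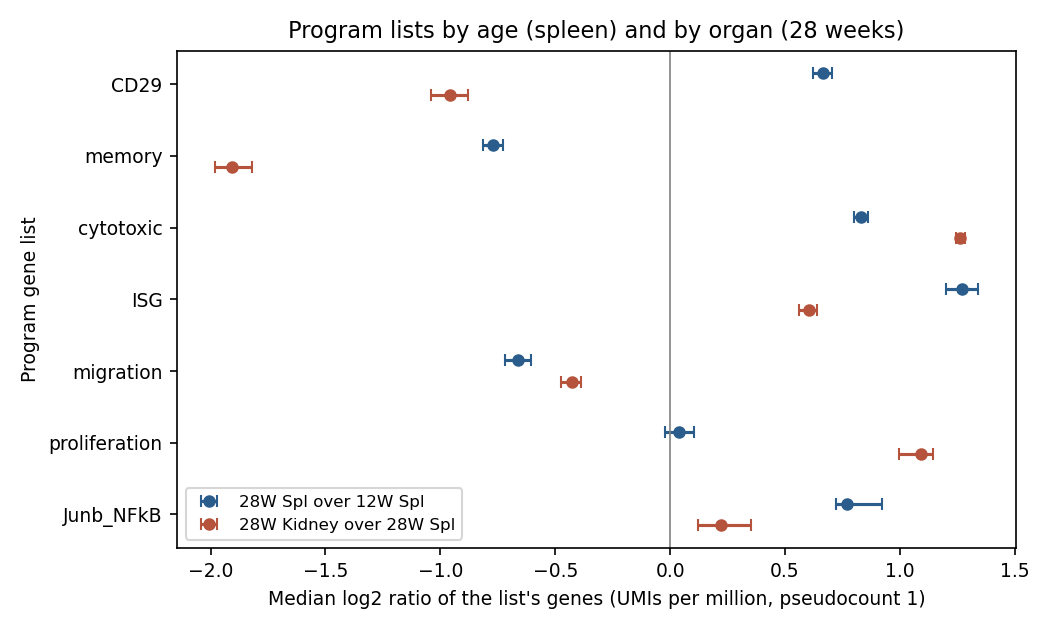
Median log2 ratio (x axis) of the genes in each of the 7 program lists (y axis), for 28W spleen over 12W spleen (blue) and 28W kidney over 28W spleen (red), with bars for 95% counting intervals. Memory and migration lists lie below 0 in both comparisons, while cytotoxic and ISG lists lie above 0 in both.

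Single genes within a list did not always move together. *Gzmk* (chromosome 13, 113171608 to 113225908) rose from 25.1 (23.4 to 26.8) to 138 (134 to 142) CPM between 12W and 28W spleen, and *Ccl5* from 1327 to 3989.8. *Itgb1*, which encodes CD29 (chromosome 8, 128685654 to 128733200), rose from 122 (118 to 126) to 406 (399 to 413) CPM. *Cxcr6* was the 1 cytotoxic gene that was lower, at 46.5 CPM in 28W spleen against 89.4 in 12W spleen. *Lef1* (chromosome 3, 131110471 to 131224356) decreased from 357 to 173 CPM. *Tcf7* was nearly level, with a log2 ratio of -0.063 that became 0.033 under scaling by the median gene ratio. Among all ranked genes, the highest log2 ratios by age were those of *Ngp* (2.74), *Ifng* (2.55), *Gzmk* (2.41), *Socs3* (2.35) and *Serpina3g* (2.15). Of the *Ngp* UMIs in 28W spleen, 1760 of 1763 lay in cluster 8, and all 257 in 12W spleen lay in cluster 3. Cluster 8 also had haemoglobin genes and *S100a8*, a gene outside the lists, at 7271 CPM. In kidney, *Ngp* was highest in the myeloid-like cluster 12, at 3166 CPM. The higher *Ngp* thus describes cluster 8 and not the sorted cells at large. The lowest were those of *Ccr9* (-2.56), *Hba-a1* (-2.43), *Hbb-bs* (-2.20), *Hbb-bt* (-2.00) and *Rgcc* (-2.00). The haemoglobin genes have near-identical copies, so the split of UMIs among them is uncertain.

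**Figure D2:**
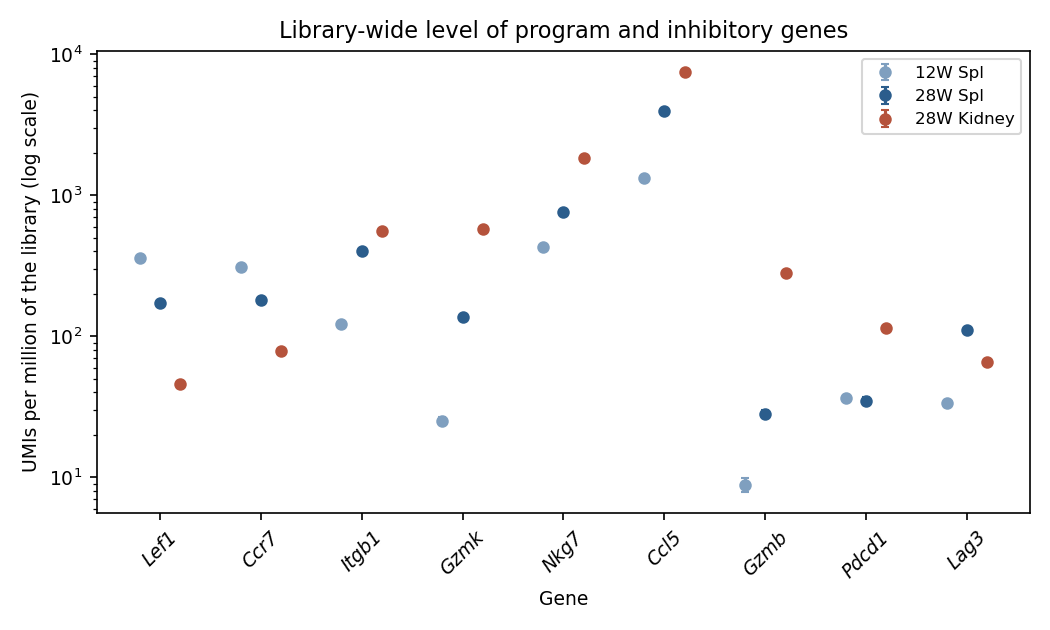
Library-wide level in CPM (y axis, log scale) of memory, cytotoxic, inhibitory and CD29 genes (x axis) in 12W spleen, 28W spleen and 28W kidney, with bars for 95% Poisson intervals. *Lef1* and *Ccr7* decrease from 12W spleen to 28W kidney, and *Gzmk*, *Nkg7*, *Ccl5* and *Gzmb* increase.

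The organ comparison set kidney-infiltrating cells against splenic cells of the same age group. Cytotoxic genes had a median log2 ratio of 1.26 (1.24 to 1.29), with 7 of 7 genes higher in kidney. Proliferation genes had a median of 1.09 (0.995 to 1.15), also with 7 of 7 genes higher. ISGs had a median of 0.61 (0.56 to 0.64), with *Usp18* lower in kidney (50.4 against 64.0 CPM). Memory genes had a median of -1.91 (-1.98 to -1.82), CD29 genes of -0.96 (-1.04 to -0.88) and migration genes of -0.43 (-0.47 to -0.39). The CD29 list was split, as *Itgb1* was higher in kidney at 555 CPM whereas *Klf2* was at 323 against 1133 in spleen. Junb and NF-kB genes had a median of 0.22 (0.12 to 0.35), at percentile 80.9 of the random lists. The direction of this list was not stable, as leaving out clusters with raised markers of B cells, myeloid cells or kidney tubule gave -0.76. The value by organ that moved most was that of proliferation genes, which was -1.62 when clusters with raised red cell genes were left out too, since these include the proliferation-like kidney cluster 11. *Junb* itself was lower in kidney, at 757 against 884 CPM. Tissue residency genes, which include *Cxcr6*, had a median of 1.56 (1.40 to 1.72) by organ, with 4 genes higher in kidney and 2 lower, and 0.025 (-0.19 to 0.23) by age. The lower genes were *Itgae*, at 5.68 against 13.5 CPM in 28W spleen, and *Cd69*, at 122 against 217. Regulatory genes had a median of -0.45 (-0.75 to -0.15) by organ and -0.37 (-0.58 to -0.11) by age, and *Foxp3* stayed at or below 3.77 CPM over each of the 3 libraries. Its highest cluster levels were 15.0 CPM in cluster 6 of 12W spleen (28 UMIs), 32.5 in cluster 11 of 28W spleen (9 UMIs) and 11.8 in cluster 8 of 28W kidney (33 UMIs).

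*Gzmk* reached 574 CPM in 28W kidney, *Nkg7* 1843, *Ccl5* 7495 and *Gzmb* 282, against 28.3 for *Gzmb* in 28W spleen. *Cxcr6* was at 478 CPM in kidney, with a log2 ratio of 3.33 over 28W spleen. *Lef1* was at 45.5 CPM in kidney. *Lef1* ranged from 18.2 to 86.4 CPM across kidney clusters and from 40.5 to 370.2 across 28W spleen clusters, so the ranges overlapped. The kidney minimum is the kidney tubule-like cluster 7, the kidney maximum is cluster 8, which carries B cell genes, and the spleen minimum is the B cell-like cluster 10. *Lef1* was at 74.6 CPM in the cytotoxic-like cluster 2 of 28W spleen and at 82.9 in cluster 5 of kidney. The highest log2 ratios by organ were those of *Gpx3* (8.45), *Miox* (6.47), *Fxyd2* (6.12), *Spink1* (6.12) and *Spp1* (6.04). All 5 were among the 10 genes with the highest fold in the kidney tubule-like cluster 7. *Miox* had 0 UMIs in 28W spleen, so its log2 ratio depends on the pseudocount, and against 3 counts there it was at least 937-fold higher in kidney. *Spink1* had 1 UMI in 28W spleen, so its ratio also rests on the pseudocount. Among the lowest were those of *Dtx1* (-2.22), *Satb1* (-1.99), *Lef1* (-1.91) and *Dapl1* (-1.90).

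Inhibitory and effector genes were examined because PD-1 is linked to exhaustion in other settings. The inhibitory list had a median log2 ratio of 0.61 (0.44 to 0.74) by age and 1.06 (0.79 to 1.33) by organ. Its genes diverged in kidney. *Tigit* rose from 26.3 to 77.9 CPM, *Entpd1* from 6.56 to 35.2 and *Havcr2* from 0.937 to 6.18, whereas *Lag3* was at 65.2 against 112 in 28W spleen and *Ctla4* at 43.9 against 95.6. The activation and effector list had a median of 0.93 (0.84 to 1.07) by age and 0.95 (0.85 to 1.01) by organ, with *Cd69* the 1 gene lower in kidney. Within 28W kidney, *Pdcd1* ranged from 24.6 CPM in cluster 8 to 229 in cluster 6, and *Tigit* from 29.6 in cluster 5 to 130 in cluster 3. The highest *Havcr2* and *Entpd1* levels in kidney, 38.5 and 68.4 CPM, were in the myeloid-like cluster 12. Within 28W spleen, *Lag3* was highest in cluster 11 at 213 CPM, a cluster with 6.64% mitochondrial UMIs, and lowest in the B cell-like cluster 10 at 47.7. Within 12W spleen, *Lag3* was highest in the cytotoxic-like cluster 2 at 84.9 CPM.

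Expression of Trbv segments was used to describe T cell receptor beta use, as the study asked about clonal expansion. The effective number of Trbv segments was 7.87 (7.80 to 7.94) in 12W spleen, 7.86 (7.79 to 7.93) in 28W spleen and 6.67 (6.60 to 6.75) in 28W kidney, from 70605, 57350 and 51921 Trbv UMIs. UMIs of 1 cell or clone are not independent, so these intervals are too narrow for a difference between clones. Apart from the change to Trav, the alternative that moved these values most was leaving out the deepest cluster, which gave 8.01 in 28W spleen. *Trbv13-1* (chromosome 6, 41116007 to 41116468) took 20.97% (20.7 to 21.3), 21.9% (21.6 to 22.3) and 25.2% (24.9 to 25.6) of Trbv UMIs in 12W spleen, 28W spleen and 28W kidney. *Trbv13-2* (chromosome 6, 41121396 to 41121832) took 21.1%, 19.0% and 23.1%. The segment ranked next was *Trbv1* in both spleens, at 12.5% and 13.1%, and *Trbv4* in kidney, at 8.95%. Related segments of this family and strain differences from the reference leave the split between segments uncertain. The effective number of Trav segments did not follow, at 32.8 in 12W spleen, 33.8 in 28W spleen and 33.9 in 28W kidney.

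**Figure D3:**
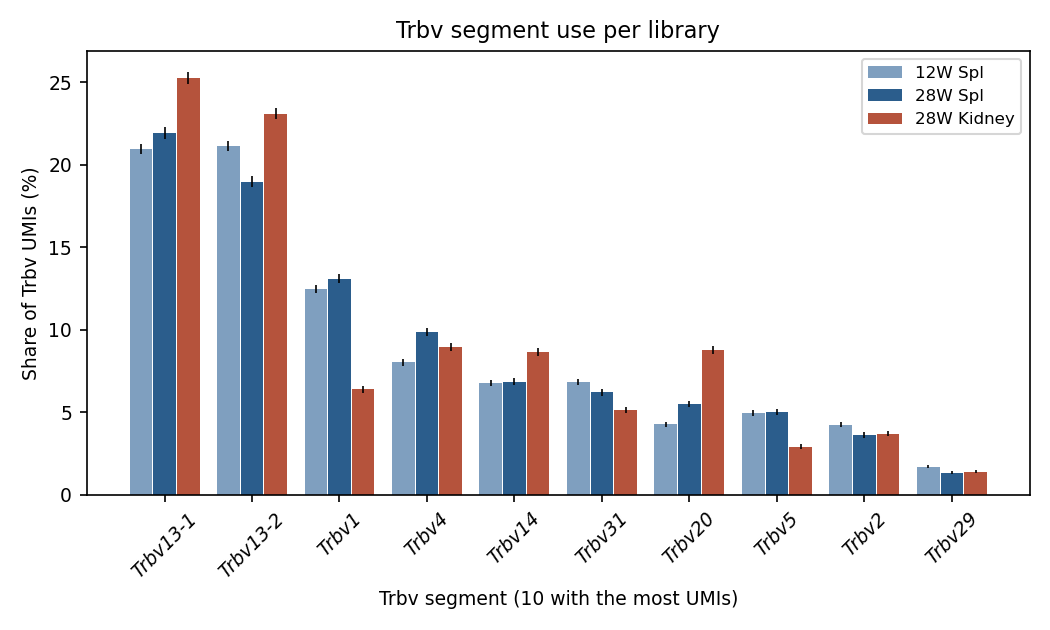
Share of Trbv UMIs in percent (y axis) for the 10 Trbv segments with the most UMIs (x axis) in 12W spleen, 28W spleen and 28W kidney, with bars for 95% binomial intervals of counting. *Trbv13-1* and *Trbv13-2* have the highest shares in each library.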

Values the study reported

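The study quantified clonal expansion from paired T cell receptor sequences. In the 28W kidney it gave values of 0.63 for the cytotoxic cluster, 0.4 for proliferation, 0.35 for CD29, 0.3 for ISGs and 0.14 for memory. These values concern clonotypes and are not the same measure as the use of V segments.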

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

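The tests on haemoglobin and B cell genes, and the levels without clusters that carry other cell types, were chosen after the values were seen. The kidney tubule test was not.

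Genes of kidney tubule cells appeared in a library sorted for T cells. The 6 genes of the list had 213 CPM (208 to 218) in 28W kidney and 0 UMIs in both spleen libraries. *Miox* (87.7 CPM) and *Slc34a1* (59.1) led the list. All 6 genes were above 3 counts in kidney and at 0 in 28W spleen, which is what tubule cells or their free RNA would leave in the kidney library, so genes that are higher in kidney may in part come from them. Cluster 7 held 89.0% of these UMIs, and the other kidney clusters together had 24.7 CPM. This cluster of 577 cells also had *Pdcd1* at 120 CPM, against 115 over the library, the cytotoxic list at 10287 CPM and 1623 Trbv UMIs. Tubule cells in it were therefore not told apart from doublets or from T cells with tubule RNA. Most of that lay in cluster 2, at 535 CPM with 10.8% mitochondrial UMIs, and the remaining clusters ranged from 2.93 to 16.8 CPM. The same source does not account for the higher cytotoxic genes, because their median log2 ratio by organ was 1.47 without the clusters with raised markers of B cells, myeloid cells or kidney tubule, and 1.45 when those with raised red cell genes were left out too.

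Haemoglobin genes were highest over the library in 12W spleen. The 5 genes of the erythroid list had 2421 CPM there, 504 in 28W spleen and 323 in 28W kidney, and the list's median log2 ratio was -2.00 by age and -0.56 by organ. Of these UMIs in 12W spleen, 99.5% lay in cluster 3, where the level was 37158 CPM against 11.9 in the other clusters. In 28W spleen, cluster 8 held 97.1% at 40824 CPM, above the level in 12W cluster 3, and kidney cluster 11 held 76.7% at 1809 CPM, while kidney cluster 2, with fewer UMIs, was at 2147 CPM. Cluster 8 had 376 cells, against 1061 in 12W cluster 3. The concentration in 12W spleen argues against free RNA spread evenly over droplets. Red cells caught with or beside sorted cells stay open, and no biological explanation was tested.

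B cell genes were present in all 3 libraries, with 2846 CPM over the list in 28W kidney, 792 in 28W spleen and 459 in 12W spleen. The list's median log2 ratio was 1.17 by age and 1.53 by organ. Part of the list is shared with other antigen-presenting cells, as *Cd74* was at 24827 CPM in the myeloid-like kidney cluster 12. The myeloid list had a median of 0.41 by age and 1.80 by organ. For the B cell gene *Cd79a*, 89.7% of kidney UMIs lay in cluster 8, at 1074 CPM (*Cd74* 8718) against 12.8 in the other clusters, which argues against evenly spread free RNA. B cells in the sort, doublets of T and B cells, and a difference in B cell infiltration between organs stay open.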

How the results depend on the processing

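The removal of clusters with raised markers of other cell types, with or without red cell genes, was chosen after seeing the data. The removal of clusters named as another cell type was set before, but the naming rule it rests on was set after. The other alternatives were set before. Because the counting intervals are narrow, many list medians left them without changing direction. Of the 14 list medians, all 14 kept their sign under each of the alternatives set before except the deposited means, under which 13 did. The minimum of 20 UMIs removed no gene of the program lists and so tests nothing. A larger pseudocount cannot change the sign of a ratio, and scaling by the median gene ratio shifts all genes of a comparison by nearly the same amount, so signs kept under these say nothing about stability. Causes of the shifts were not tested unless stated.

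Scaling by the median gene ratio gave, by age, 0.76 for CD29, -0.68 for memory, 0.93 for cytotoxic, 1.37 for ISGs, -0.57 for migration and 0.13 for proliferation. By organ it gave -1.04 for CD29, -1.99 for memory, 1.18 for cytotoxic, 0.52 for ISGs and -0.51 for migration. A library total without T cell receptor, mitochondrial and ribosomal protein genes gave 0.87 for cytotoxic by age. By organ that total gave -1.13 for CD29, -2.08 for memory, 1.09 for cytotoxic, 0.44 for ISGs, -0.60 for migration, 0.93 for proliferation and 0.055 for Junb and NF-kB.

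The deposited cluster means averaged over cells gave, by age, 0.50 for CD29, -0.89 for memory, 0.77 for cytotoxic, -0.42 for migration, 0.16 for proliferation and 0.69 for Junb and NF-kB. By organ they gave -1.08 for CD29, 1.004 for cytotoxic, 0.67 for ISGs, -0.29 for migration, 0.71 for proliferation and -0.016 for Junb and NF-kB, a change of sign for the last. This averaging evens out depth between clusters, not between the cells of a cluster.

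Genes named by the study alone gave, by age, -0.90 for memory, 1.58 for cytotoxic, 1.36 for ISGs, -0.87 for migration and 1.52 for Junb and NF-kB, and by organ -1.10 for CD29, 2.05 for cytotoxic, 0.66 for ISGs and -0.55 for migration. The mean over the list gave, by age, -0.65 for memory, 0.90 for cytotoxic and -0.72 for migration, and by organ -0.64 for CD29, 1.81 for cytotoxic, 0.42 for ISGs and -0.57 for migration. A pseudocount of 5 CPM gave 1.19 for ISGs by age and -1.81 for memory by organ. Without clusters named B cell-like, myeloid-like or kidney tubule-like, the cytotoxic median by organ was 1.30.

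Without clusters with raised markers of B cells, myeloid cells or kidney tubule, which held 15.4% of 12W spleen, 3.81% of 28W spleen and 29.6% of 28W kidney cells, proliferation by age was -0.030. By organ the values were -2.26 for memory, 1.47 for cytotoxic, 0.72 for ISGs, -0.50 for migration, 1.27 for proliferation and -0.76 for Junb and NF-kB, the last with its sign changed. That rule kept cluster 8 of 28W spleen, which has haemoglobin genes. Leaving out clusters with raised red cell genes too took out 9.61% of 28W spleen and 34.6% of 28W kidney cells. By age this gave 0.87 for cytotoxic, and by organ -0.77 for CD29, -2.17 for memory, 1.45 for cytotoxic, 0.90 for ISGs, -0.60 for migration, -1.62 for proliferation and -0.64 for Junb and NF-kB. The change of sign for proliferation follows from leaving out the proliferation-like kidney cluster 11 while keeping that of spleen.

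Among single gene ratios outside counting error of 0, scaling by the median gene ratio changed the sign of *Tcf7* by age, to 0.033, and *Cd3e* by age, to 0.015, both near 0.

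Naming by the highest summed log2 fold moved 6 of 20 class shares. In 28W spleen it gave 9.47% CD29-like, 20.1% memory-like and 25.5% unnamed. In 28W kidney it gave 8.84% CD29-like, 7.62% B cell-like and 39.6% unnamed, though *Itgb1* was below its library level in the CD29-like cluster. No cluster had under 50 cells. Leaving out barcodes found in more than 1 library left 6789, 6366 and 7016 cells in 12W spleen, 28W spleen and 28W kidney, and each cluster share stayed within its interval.

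The effective number of Trbv segments from deposited means was 7.96 in 12W spleen and 6.79 in 28W kidney. Without the cluster with the highest UMI count per cell it was 8.01 in 28W spleen and 6.81 in 28W kidney. Without clusters with raised markers of B cells, myeloid cells or kidney tubule it was 6.55 in 28W kidney, and 6.68 without those with red cell genes too. Trav in place of Trbv gave 32.8, 33.8 and 33.9, with no lower value in kidney. No paired analysis was possible because each group is 1 pooled library and no test was run. Genes with few UMIs, such as *Havcr2* at 0.576 CPM in 12W spleen, are limited by depth.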

Other observations

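The tests of the clusters with other cell types, of the dissociation genes by age, of heat shock genes and of V segments were chosen after the values were seen. The tests of shared barcodes and of the dissociation genes by organ were not.

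The higher Junb and NF-kB median in kidney rested on 1 cluster. Kidney cluster 8, with 544 cells, had *Junb* at 4515 CPM, and the next highest kidney cluster, cluster 9, was at 836. Without cluster 8 the list's median log2 ratio by organ was -0.46 and *Junb* was at 369 CPM in kidney, against 884 in 28W spleen. Leaving out any other single kidney cluster gave medians between 0.17 and 0.37. Cluster 8 also carried B cell genes, with *Cd79a* at 1074 CPM against 1196 in the B cell-like cluster of 28W spleen, and its *Cd8a* level of 168 CPM was the lowest in kidney after that of the myeloid-like cluster 12. Without all clusters with raised markers of B cells, myeloid cells or kidney tubule the median was -0.76, and -0.64 without those with red cell genes too, so cells of another type in the sort may account for the higher value. Cluster 8 still had *Cd3e* at 613 CPM, and the splenic B cell-like cluster had *Junb* at only 450. Which cells of the cluster carry the *Junb* transcripts therefore stays open. The dissociation list gave no answer on tissue digestion as a source, since its median by organ was 0.11 with 8 genes higher and 7 lower, so its genes went both ways.

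Stress and immediate-early genes rose between the 2 spleen libraries. The dissociation list, which shares no gene with the Junb and NF-kB list, had a median log2 ratio of 1.18 (1.13 to 1.22) by age, with 14 of 15 genes higher in 28W spleen. *Fos* was at 459 CPM against 123 in 12W spleen. A stress response during cell preparation may thus contribute to the higher Junb and NF-kB genes at 28 weeks. Activation of the cells with disease could raise the same genes and was not separated from it. *Egr1*, the 1 gene of the list that was lower, decreased from 59.8 to 37.7 CPM. *Nr4a1*, named after its values were seen, decreased from 67.4 to 24.6.

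Heat shock genes were high in kidney. *Hspa1a* was at 670.1 CPM in 28W kidney, 24.9 in 28W spleen and 2.65 in 12W spleen, and *Hspa1b*, a near-identical copy, at 319.8 in kidney. The lowest kidney cluster, cluster 8, had *Hspa1a* at 90.6 CPM, above the highest 28W spleen cluster at 46.6. *Hspa1b* and *Dnajb1* did not rise above spleen in every kidney cluster. *Hspa1b* was at 47.8 CPM in kidney cluster 8 against 49.98 in its highest 28W spleen cluster, and *Dnajb1* was at 225 in its lowest kidney cluster against 391 in its highest 28W spleen cluster. These levels do not decide on tissue digestion as a source. Digestion and organ coincide in this design, so digestion and a response of the cells inside the diseased kidney cannot be told apart.

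The effective number of Trbv segments was lower in kidney. Without clusters with raised markers of B cells, myeloid cells or kidney tubule it was 6.55, and 6.68 without those with red cell genes too. Both values stayed below 7.86 in 28W spleen. Kidney clusters 2, 7, 8 and 12, left out under the first rule, had 6.98, 7.08, 8.18 and 7.31, above 6.67 over the library. They held 268, 1623, 2796 and 357 of 51921 Trbv UMIs. These clusters thus did not lower the value, and leaving them out could not raise it, so this test could not have pointed to such cells. Within kidney, the proliferation-like cluster 11 had an effective number of 5.53, and *Trbv13-1* took 34.3% of its Trbv UMIs. In the proliferation-like cluster 6 of 28W spleen these values were 7.01 and 25.0%. An unnamed cluster of 28W spleen, with 6.64% mitochondrial and only 729 Trbv UMIs, had 6.06 and 34.0%. The cytotoxic-like cluster 9 of 28W spleen, with 945 Trbv UMIs, had 6.15 and 27.0%. The other cytotoxic-like cluster there, cluster 2, had 7.44 and 25.8%. If a few large clones were the source, Trav use could be expected to narrow too, but the effective number of Trav segments was 33.9 over the kidney library. It was lower in kidney cluster 11, at 28.3, and in the cytotoxic-like cluster 1, at 26.5, where that of Trbv was 6.23. Clusters of 12W spleen with more effective Trbv segments had Trav values as low, such as 25.9 in cluster 6, so this does not settle the question. In the cytotoxic-like clusters of 28W spleen, Trav values were 29.5 in cluster 2 and 19.3 in cluster 9, the latter from 345 Trav UMIs. Clones that differ in their alpha chain would not narrow Trav, so a contribution of clones stays open, as does selection of beta segments in the kidney. Clonotypes were not analysed here.

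Barcodes shared between libraries numbered 52 for the 2 spleens, 56 for 12W spleen and 28W kidney, and 66 for 28W spleen and 28W kidney. Chance draws from the barcode list of the kit, whose size was assumed and not read from the data, would give 60.6, 66.7 and 62.7. Each chance number lay within the counting interval of the observed one, which argues against barcode carry-over or index hopping between libraries as the source of the shared barcodes.

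Although the cells were sorted on PD-1, *Pdcd1* was low in a pair of 12W spleen clusters. It was at 7.26 CPM (5.28 to 9.75) in cluster 4 and 5.36 (2.57 to 9.86) in cluster 6, against 25.9 to 69.7 in the other clusters. These clusters held 1002 and 503 cells.

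In 28W kidney, cluster 4 had transcripts of *Il17a* at 11.3 CPM (8.03 to 15.4) and *Tcrg-V6* at 37.9. *Tcrg-V6* was higher still, at 72.2, in the myeloid-like cluster 12. These genes were named after their values were seen. *Il17a* had 0 UMIs in 12W spleen and 2 in 28W spleen.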
